A study of Drosophila melanogaster with 8 samples. Its data were reported in "Argonaute2 attenuates active transcription by limiting RNA Polymerase II elongation in Drosophila melanogaster" (2018).

How the data were processed

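NELF-E is a subunit of the Negative Elongation Factor, a complex that holds RNA polymerase II paused shortly after the start of transcription. Its binding to chromatin was measured by ChIP-seq (chromatin immunoprecipitation followed by sequencing) in Kc167 cells, a female Drosophila melanogaster line of embryonic origin. Cells were either mock transfected or transfected with an siRNA against AGO2 (Argonaute2, a small RNA binding protein), with 2 replicates of each. The 4 input samples that belong to these libraries have no peak list of their own and were not analysed here.

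The authors trimmed single-end reads of 50 bp with cutadapt and aligned them to the dm6 genome with bowtie2. They removed reads with a mapping quality under 20 with samtools and PCR duplicates with Picard, and called punctate peaks with MACS2 against input. Each of the 4 lists used here was called on a single replicate and not on pooled reads. The genome size and fragment length settings of the NELF-E calls are not stated in the methods. The score of each peak in the deposited lists is 10 times its −log10 q-value, cut to a whole number. The deposited fold is the fragment pileup at the summit over the local background, with a small constant added to each, as MACS2 computed it. The constant weighs more at a lower background, so folds of libraries of unlike depth are not strictly comparable. The authors' lists also give the −log10 p-value and the −log10 q-value of each summit. The lowest −log10 q-value was between 1.30 and 1.32 in each list, which is the default q threshold of 0.05. The score and fold are the authors' values. The score was used to describe, rank or filter peaks within a list. The fold was used to describe peaks and, with the p-value, to recover the depth of each library, as set out below.

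A list that holds only peaks past a threshold has no counts per region, so the count model of the study (the authors used DiffBind with edgeR) was not run here. Occupancy was compared in its place. Peaks of the 4 lists that overlapped by at least 1 bp were merged into sites, and a library held a site if it had a peak in it. Mock-only sites had a peak in both mock libraries and in neither knockdown library, and knockdown-only sites the reverse. List similarity was the Jaccard index, the base pairs covered by both lists over those covered by either. Each peak's score was turned into a percentile within its own list, and a site took the percentile of its highest peak. Rank separation was the percentage of sites held by all 4 libraries at which both knockdown percentiles lay on one side of both mock percentiles. For exchangeable libraries that percentage is 33.3%.

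Peaks were annotated with the Ensembl BDGP6.54 gene models, whose coordinates are those of dm6, and every peak lay within the chromosome lengths of the reference. Transposable element entries (5896) were left out, which left 18358 genes and 35694 transcripts. A peak was at a transcription start site (TSS) if it overlapped a window of 1500 bp either side of a transcript start. The study gives its promoter as the TSS and 1500 bp without naming the side. The remaining peaks were classed as exon, intron or intergenic, in that order. A gene was bound if a peak overlapped its body. The density ratio of X to autosomes was peaks per Mb of X over peaks per Mb of 2L, 2R, 3L and 3R. For the enrichment at the TSS, the peaks of each library were placed at random 1000 times on their own chromosome with their own lengths (seed 1), which allows a smallest p-value of 0.000999.

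Depth is not stated in the lists, but MACS2 computes the fold and the Poisson p-value of a summit from the same pileup and background. Solving both for whole numbers of fragments gave a pileup and a background that matched both values for all 26987 peaks. In mock replicate 1 the pileup was whole only after division by a scale of 0.919. The genome-wide background, the lowest background shared by at least 1% of the peaks of a list, is proportional to the number of reads and the fragment length. The shortest peak, for which MACS2 uses the fragment length by default, was 147 bp in each of the 4 lists. The background therefore served as the relative depth of the libraries. To ask what a shallower sample of a library would give, the fragments at each summit were thinned binomially. The chance of passing the other list's lowest −log10 p-value was then computed. Thinning draws from the fragments of the same library, so it leaves out part of the sampling error of an independent library.

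Groups were compared with a two-sided exact permutation test of the library labels. With 2 libraries against 2 its smallest p-value is 0.333, so this test could not call any difference between groups. The mean, the SD and each library are therefore given. Results over sites were set beside the same result in the 3 ways to split the 4 libraries into 2 and 2. Fisher's exact test was two-sided. Shares of peaks or sites carry a 95% Wilson interval, which covers counting error only. Groups were taken from the sample titles. The tests of the report, the rule for named genes and all alternatives but 2 were fixed before the data were examined; those 2 and the further tests that were chosen later are named where alternatives and explanations are given. By that rule the text names betaTub60D, vri, Socs36E, Traf4 and cv-2, AGO2 and Nelf-E, and the heat shock genes Hsp26, Hsp27 and the Hsp70 copies. It further names the 5 mock-only and the 5 knockdown-only sites with the highest value of the lower of their percentiles, by the gene with the nearest TSS.

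The alternatives were the top 50% of each list, the same number of top-scoring peaks per list, a −log10 q-value of at least 5, chromosome arms only, leaving out each replicate, other rules for overlap, merging and the TSS, protein-coding genes only, summed scores and a replicate block. Computations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3, and figures used matplotlib 3.10.9. Simulated reads were mapped with bwa 0.7.19 mem and default settings, and sequences were searched with blastn 2.17.0 at an E-value of 1e-05 without low-complexity masking. The site comparison was tested on 4 simulated lists, in which all 589 planted mock-only and all 376 planted knockdown-only sites were found. The simulated peaks lay far apart and none was lost by chance. That test therefore checked the counting of sites and not the effect of depth or of split peaks. The depth recovery was tested on 3 simulated lists, in which at least 97.7% of the fragment numbers were right.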

Results

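To ask how depletion of AGO2 changes the chromatin association of NELF-E, peak lists of 4 NELF-E ChIP-seq libraries from Kc167 cells were compared. The lists came from 2 mock-treated and 2 AGO2 knockdown libraries. Read totals are not part of the lists, so depth was read from the genome-wide background at the summits. That background was 4.46 and 2.19 fragments in mock replicates 1 and 2. It was 1.18 and 1.48 fragments in knockdown replicates 1 and 2. Both mock libraries were thus deeper than both knockdown libraries, and the deepest was 3.76 times as deep as the shallowest. The median summit held 69 and 41 fragments in the mock libraries and 26 and 29 fragments in the knockdown libraries. Depth and treatment could not be separated by a comparison within batches, because each depth range held libraries of 1 group only.

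The first comparison was the extent of NELF-E binding. MACS2 called 7944 and 6933 peaks in mock replicates 1 and 2, and 5904 and 6206 peaks in knockdown replicates 1 and 2. The mean was 7438.5 ± 715 peaks in mock cells and 6055 ± 214 peaks in knockdown cells (SD, n = 2 each). The difference of −1383.5 peaks had the smallest p-value that the test allows here (exact permutation test, two-sided p = 0.333). Without mock replicate 1, the deepest library, the difference was −878 peaks. The peaks covered 4.21 and 3.24 Mb in the mock libraries and 2.62 and 2.94 Mb in the knockdown libraries. The mean covered length was 3.72 ± 0.685 Mb in mock and 2.78 ± 0.224 Mb in knockdown cells (SD, n = 2; exact permutation p = 0.333). Median peak width was 455 and 402 bp in mock and 384 and 415 bp in knockdown libraries, which overlap between the groups. The authors' median fold over background was 6.33 and 6.89 in the mock lists and 8.14 and 7.53 in the knockdown lists.

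**Figure D1:**
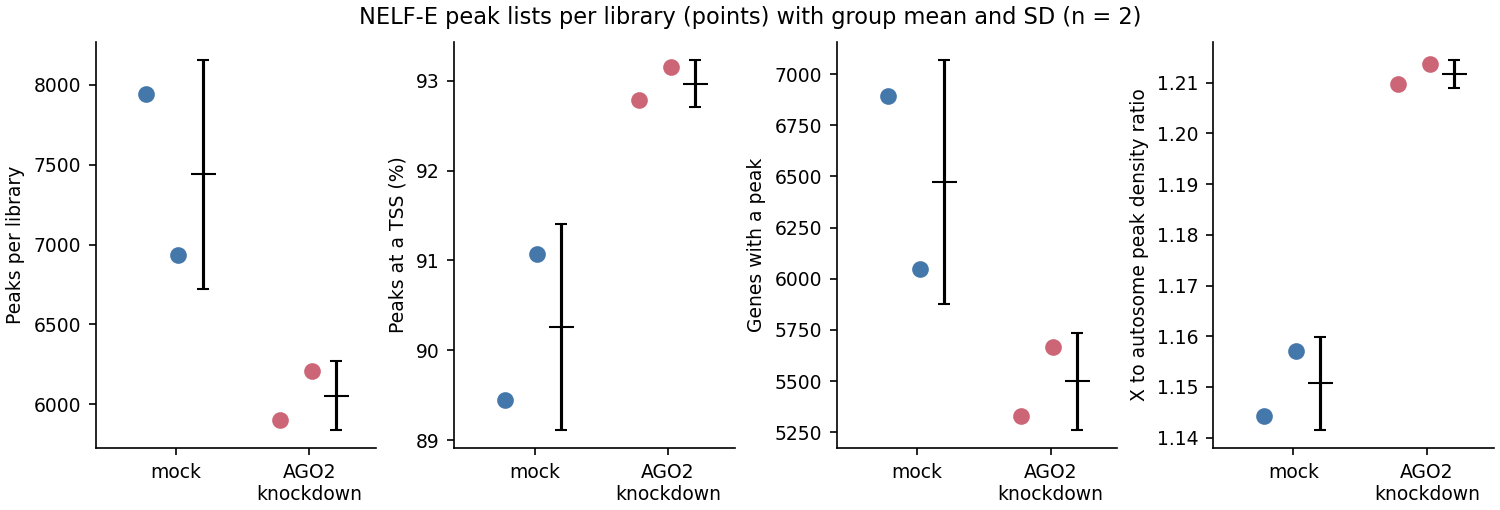
Values of each library (points) for peaks, percentage of peaks at a TSS, genes with a peak and the X to autosome peak density ratio, with the group mean and SD (bars, n = 2) for mock and AGO2 knockdown. The vertical axes do not start at 0; in each panel the knockdown libraries lie outside the range of the mock libraries, as with 5904 and 6206 peaks against 7944 and 6933.

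Peaks overlapped the body of 6893 and 6050 genes in the mock libraries and of 5332 and 5666 genes in the knockdown libraries. The group means were 6471.5 ± 596 and 5499 ± 236 genes (SD, n = 2; exact permutation p = 0.333). With the same number of top-scoring peaks per list the difference was −243 genes, and the exact permutation p-value became 0.667. A peak was found over 4969 genes in all 4 libraries. Another 422 genes had a peak in both mock libraries and neither knockdown library, and 3 genes had the reverse.

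The next comparison was the position of the peaks along genes, since NELF acts close to the promoter. Of the mock peaks, 89.5% (95% Wilson interval 88.8 to 90.1) and 91.1% (90.4 to 91.7) were at a TSS. Of the knockdown peaks, 92.8% (92.1 to 93.4) and 93.2% (92.5 to 93.8) were. Means were 90.3% ± 1.146 in mock and 93.0% ± 0.260 in knockdown cells, a difference of 2.71 percentage points (SD, n = 2; exact permutation p = 0.333). The sign depended on the definition of the TSS. When a peak had to cover the transcript start itself, the share was 70.8% and 68.0% in mock and 66.3% and 67.6% in knockdown libraries, a difference of −2.39 points. Introns held 6.78% and 5.52% of the mock peaks and 4.27% and 3.90% of the knockdown peaks. Random placement put 34.3% to 34.9% of the peaks of a library at a TSS. The observed share was 2.56, 2.64, 2.70 and 2.70 times the random share in mock 1, mock 2, knockdown 1 and knockdown 2, respectively. None of 1000 placements reached the observed share in any library (one-sided permutation p = 0.000999, the smallest these placements can give). Summits within 1500 bp of a TSS lay downstream of it in 84.6% and 83.8% of mock and 85.6% and 86.2% of knockdown peaks. The median position was 87 and 90 bp downstream in mock libraries and 91 and 94 bp downstream in knockdown libraries.

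Peak density was higher on X than on autosomes in each library. The ratio was 1.14 and 1.16 in the mock libraries and 1.21 in both knockdown libraries. The means were 1.151 ± 0.00915 and 1.21 ± 0.00275, a difference of 0.0610 (SD, n = 2; exact permutation p = 0.333). With the same number of peaks per list the difference was 0.0433. In the top 50% of each list it was 0.0318 and the groups no longer lay apart (exact permutation p = 0.667).

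Replicates were then compared before sites were assigned to a treatment. The Jaccard index was 0.711 between the mock lists and 0.706 between the knockdown lists. Between treatments it was 0.589 and 0.637 for mock 1, and 0.686 and 0.703 for mock 2, against knockdown 1 and 2 respectively. Overlap within groups exceeded that between groups by 0.0551, a value that depended on single libraries (0.0120 without mock 1 and 0.0932 without mock 2). The other splits of the libraries gave −0.0390 and −0.0162, so the real split was the highest of 3 (share 0.333). By arithmetic the values of the splits cancel in sum, so the other splits are not an independent reference. Lists of unlike covered length cannot reach full overlap, which limits the index of mock 1 with the knockdown lists. When overlap was counted by peaks sharing at least 50% of either peak, the difference was −0.0149. Agreement between replicates followed the score. When each list was divided into 4 bins by score, 39.3% of the lowest bin of mock 1 overlapped a peak in mock 2, against 100% of the highest bin. In the reverse direction, the lowest bin of mock 2 was found in mock 1 for 90.6% of its peaks. The corresponding values were 69.8% for knockdown 1 in knockdown 2 and 52.3% for knockdown 2 in knockdown 1. The percentage of peaks at a TSS rose along the same bins, from 79.0% to 98.3% in mock 1 and from 86.2% to 98.8% in knockdown 1.

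**Figure D2:**
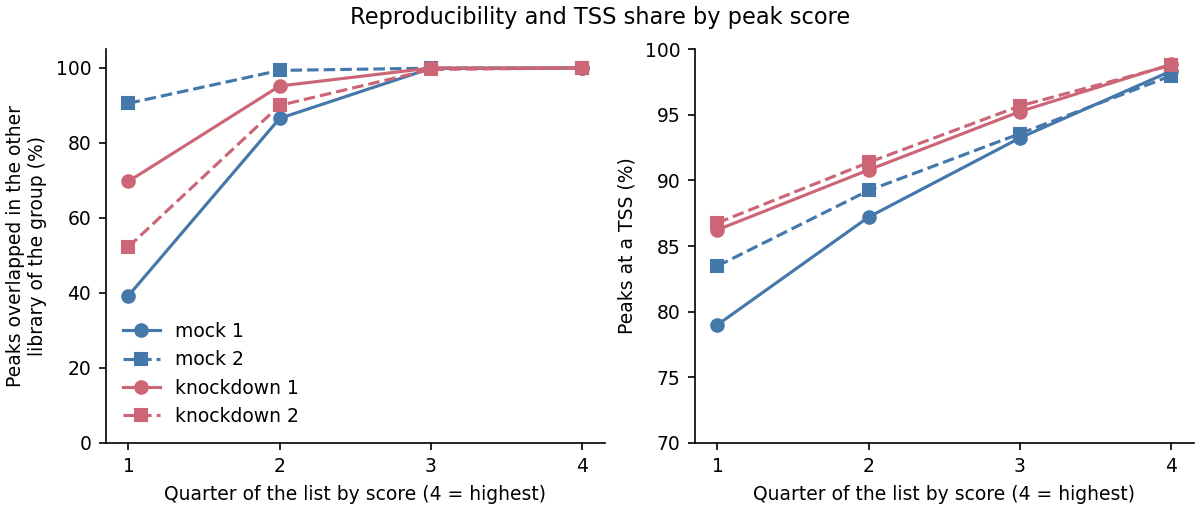
Percentage of peaks overlapped in the other library of the same group (left) and percentage of peaks at a TSS (right, axis from 70%), for 4 bins of each list by score, with 1 line per library. Both percentages rise with the score, and in mock 1 the overlap goes from 39.3% in bin 1 to 100% in bin 4.

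To find where NELF-E occupancy was lost or gained, the 4 lists were merged into 8225 sites. All 4 libraries held 4974 sites (60.5%), 840 sites were held by 3 libraries, 974 by 2 and 1437 by 1. Of the sites held by 1 library, 1111 came from mock 1, the deepest library. Of the 6399 sites in both mock libraries, 5724 (89.5%) were also in a knockdown library. Of the 5076 sites in both knockdown libraries, 5064 (99.8%) were also in a mock library. This left 675 mock-only and 12 knockdown-only sites. The other splits of the 4 libraries gave 89 against 8 sites and 178 against 12 sites. Cutting each list to its 5904 top-scoring peaks changed the split to 195 mock-only and 95 knockdown-only sites. Both counts depended on single libraries. Without mock 2 there were 1806 mock-only sites, and without knockdown 2 there were 1154. Knockdown-only sites numbered 98 without mock 1, 26 without mock 2, 143 without knockdown 1 and 80 without knockdown 2. With the lists cut to the same length, 290 sites were one-sided in the real split, against 139 and 181 in the other splits.

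**Figure D3:**
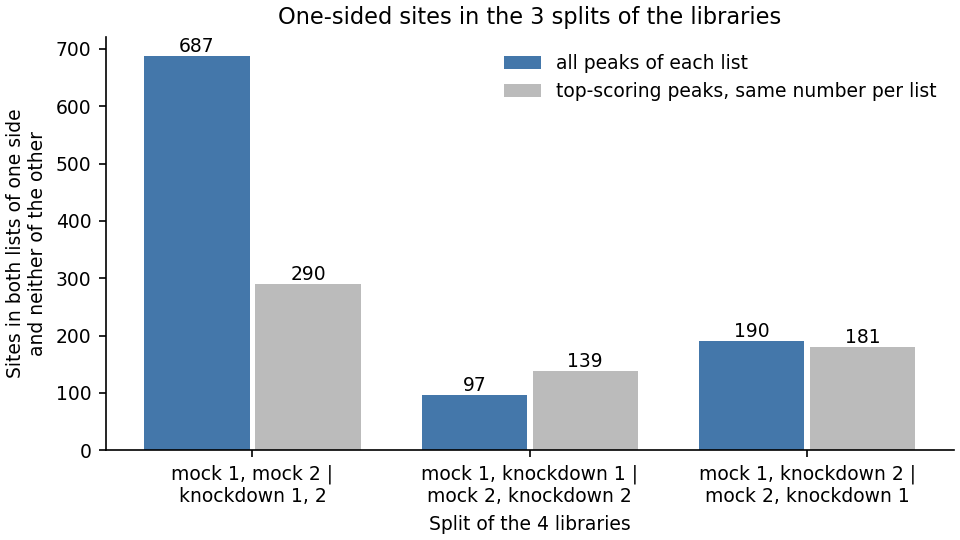
Number of sites held by both libraries of one side and neither of the other (vertical axis), for the 3 splits of the 4 libraries into 2 and 2 (horizontal axis). Bars show all peaks (blue) and the same number of top-scoring peaks per list (grey); the real split has 687 and 290 sites, more than either of the other splits.

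One-sided sites were weak in the lists that held them. The median within-list percentile of the mock-only sites was 22.7 in mock 1 and 13.1 in mock 2. For the knockdown-only sites it was 11.7 and 8.64 in knockdown 1 and 2. Sites held by all 4 libraries had medians between 57.2 and 68.6.

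The one-sided sites were also compared by their position at a TSS. Of the mock-only sites, 533 of 675 were at a TSS (79.0%, 95% Wilson interval 75.7 to 81.9). Of the knockdown-only sites, 10 of 12 were (83.3%, 55.2 to 95.3). The difference of 4.37 percentage points was not distinguishable at this number of sites (Fisher's exact test over sites, two-sided p = 1). The other splits of the libraries, which do not follow treatment, gave −9.27 points (Fisher's exact p = 0.615) and −41.0 points (Fisher's exact p = 0.000715). The sign of the difference between mock-only and knockdown-only sites was not stable, since it was −8.73 points without mock 2 and −5.26 points without knockdown 2. With lists of the same length the shares were 80.5% of 195 and 81.1% of 95 sites (Fisher's exact p = 1). Of the sites held by all 4 libraries, 94.3% were at a TSS. Introns held 14.96% of the mock-only sites and 3.24% of the sites held by all 4.

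At the 4974 sites held by all libraries, within-list ranks were compared. Both knockdown percentiles lay above both mock percentiles at 326 sites and below them at 2288 sites, so that 52.6% of the sites were separated by treatment. The other splits separated 20.3% and 27.2%. A longer list raises the percentile of a shared site, which favours the mock lists. With ranks taken over the shared sites alone, an alternative chosen after seeing the data, 42.6% were separated. Then 1099 sites lay above and 1020 below, and the other splits separated 27.1% and 30.2%. The real split was the highest of 3 in either case (smallest share 0.333). Apart from ties, each shared site is separated in a single split, so the percentages of the splits are not independent.

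Named loci were examined in each library, with dm6 coordinates. AGO2, the knockdown target (3L, 15554113 to 15561042, plus strand), had 1 peak at its start in each library, with folds of 12.9 and 12.1 in mock and 18.0 and 8.01 in knockdown replicates. The lists do not measure the amount of AGO2, so the knockdown itself could not be checked from them. Nelf-E (3L, 8599442 to 8600879, minus strand) had a peak in mock 1, mock 2 and knockdown 2 and none in knockdown 1. The genes betaTub60D, Socs36E, Traf4, cv-2, Hsp26 and Hsp27 each had a peak over a transcript start in all 4 libraries. At betaTub60D (2R, 24305881 to 24313099) the peak was at percentile 98.4 or above in each list. The fold at Traf4 (2L, 4361925 to 4380716) was 13.4 and 28.6 in mock and 20.9 and 23.8 in knockdown libraries, and its percentile was 84.7 and 89.3 against 79.9 and 80.5. At Socs36E both knockdown percentiles (96.2 and 93.7) lay above both mock percentiles (90.3 and 93.4). The same held at cv-2 (98.4 in both against 93.5 and 98.1) and Hsp27 (79.1 and 78.1 against 76.9 and 73.2). At betaTub60D and Hsp26 the percentiles of the groups overlapped. Percentiles at betaTub60D lie close to their upper limit. Its folds were 18.9 and 37.5 in mock and 55.1 and 42.2 in knockdown libraries. At Hsp26 the folds were 19.2 and 21.9 against 26.3 and 22.5. Both knockdown folds also lay above both mock folds at Socs36E, cv-2 and Hsp27, but not at AGO2 and Traf4. Median fold was higher in the knockdown lists too, and fold depends on depth, so treatment cannot be read from these values.

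At vri (2L, 5288944 to 5311223, plus strand) there were 6 and 5 peaks in mock replicates and 3 peaks in each knockdown replicate. A peak over a transcript start was in all 4 lists, with summits at 5305676 and 5305722 in mock and 5305650 and 5305766 in knockdown libraries. It was the strongest peak over the gene in each list but that of mock 2. Peaks around 5292868 to 5293242, in an intron, and 5306449 to 5306875 were also in all 4 lists. A peak at 5296983 to 5297206 was in the mock lists alone, with a fold of 4.85 in mock 2. It was weak, at a score of 78 in mock 2 and 27 in mock 1.

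**Figure D4:**
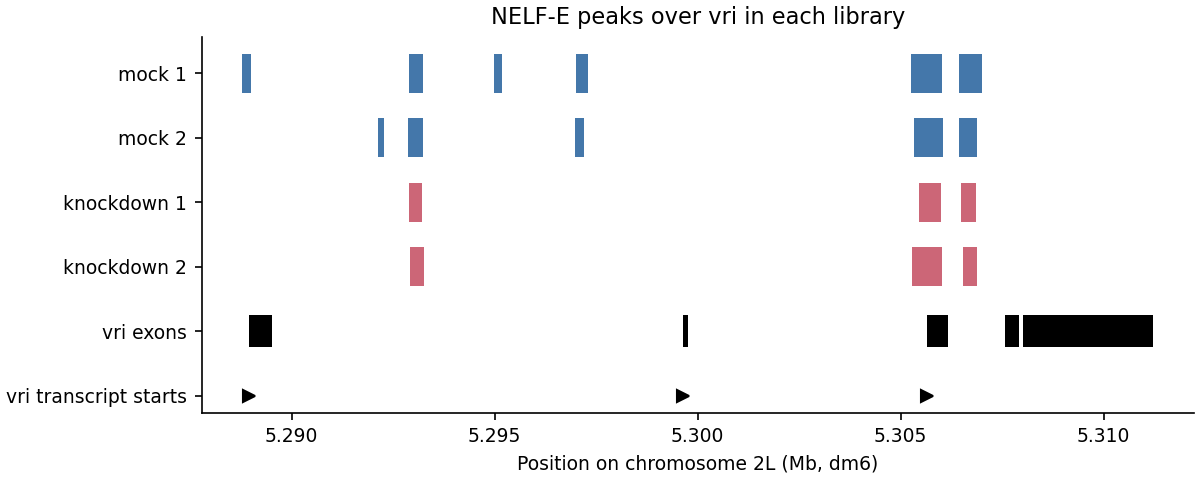
Peaks over vri in the 4 libraries (coloured bars, 1 row per library), with exons (black bars) and transcript starts (arrowheads, transcription to the right), along chromosome 2L in Mb of dm6. Mock 1 and mock 2 have 6 and 5 peaks and each knockdown library has 3.

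Among the Hsp70 copies, Hsp70Ba (3R, 12465453 to 12467776, minus strand) had a peak at its start in all 4 libraries, with folds of 8.36 and 11.7 in mock and 15.5 and 15.2 in knockdown replicates. Hsp70Bb (3R, 12505793 to 12508139) had 1 peak inside its 5′ end in each library. Hsp70Aa, Hsp70Ab, Hsp70Bbb and Hsp70Bc had none. These copies are nearly identical, and the authors removed reads with a mapping quality under 20, which limits what a missing peak shows there.

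The 5 highest-ranking mock-only sites were next to spz, tRNA:Lys-TTT-1-1, klu, Mrgn1 and a6. The site upstream of spz (3R, 27071136 to 27071455) had its summit 1278 bp from the TSS, with folds of 8.08 and 8.30 in the mock libraries. The site nearest to tRNA:Lys-TTT-1-1 (2L, 8288162 to 8288525) lay in an intron of Btk, with folds of 9.51 and 9.90. The site at klu (3L, 11010269 to 11010780) had folds of 8.67 and 9.10. Those at Mrgn1 (X, 13721718 to 13722021) and a6 (X, 1696158 to 1696531) had folds between 5.61 and 8.27. The 5 highest-ranking knockdown-only sites were next to Taf11, Tdh, Pi4KIIalpha, kl-5 and prage, with folds between 3.35 and 5.44. The site at Taf11 (2L, 9763015 to 9763231) reached percentiles of 17.0 and 17.7 in the knockdown lists. The kl-5 site (Y, 124246 to 124493) lay in an intron on a chromosome that a female line lacks. The lists hold no counts per site, so none of these differences between groups could be tested at a single site here.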

Values the study reported

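The study reported 9252 NELF-E peaks in total, from a pooled peak call filtered by the replicate calls. On differential binding analysis of read counts, the study reported that AGO2 depletion raised NELF-E binding at 249 genes and lowered it at 138 genes. Of the genes that went up in AGO2 knockdown, the study reported that 76 gained NELF-E at the TSS and that 35 lost it over the gene body.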

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

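Of 92 alternatives counted, 6 reversed a result and 11 moved it. Another 20, the 5 differences between group means with one replicate left out, are not counted, because with 2 libraries per group their shift cannot exceed the pooled SD of the groups. The remaining 75 kept the direction, but some of them were fixed by construction. Peak number in the top 50% of each list follows from list length, and its shift is among the 7 given below. The X ratio uses no peaks outside the chromosome arms, so restricting to arms cannot change it. Mean TSS enrichment with a replicate left out cannot shift beyond the SD over libraries. For differences between groups a kept direction is all that was asked. With 2 libraries against 2 none of them could pass a threshold by the permutation test. Counts of sites had to stay within 1.5 times, and the other values with one replicate left out within their spread (for overlap, the SD of the index between groups; for TSS enrichment, the SD over libraries; for one-sided sites, the 95% interval of their TSS shares). This says little about size. Of 30 differences between groups that kept their direction with all libraries in use, 7 shifted by more than the spread (the pooled SD, or for overlap as above), and in 3 the groups no longer lay apart: the TSS share (0.347 points) and bound genes (−243) with the same number of peaks per list, and the X ratio (0.0318) in the top 50% of each list. Except for the choices of keeping transposable element entries and of ranking over shared sites alone, which were added after seeing the data, all were fixed before the data were examined.

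The lower peak number, covered length and number of bound genes in knockdown kept their direction under each alternative run. Across the 4 fits that each left out one replicate, the difference ranged from −878 to −1889 peaks, from −0.458 to −1.426 Mb and from −551 to −1394 genes. The smallest values were those without mock 1, the deepest library. Cutting lists to the same number of peaks fixes the peak number, so that alternative gave no value for it. Rank separation has no value with a replicate left out, because the percentage for exchangeable libraries changes with the number of libraries.

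The numbers of one-sided sites depended on processing. Mock-only sites (675) fell to 303 in the top 50% of each list and to 195 with the same number of peaks per list. Knockdown-only sites (12) rose to 95 with the same number of peaks and to 69 with 200 bp around each summit, and fell to 3 when peaks within 300 bp were merged. The rise with lists of the same number follows from the construction, which drops the weakest mock peaks. Across the 4 fits that each left out one replicate, mock-only sites ranged from 888 to 1806 and knockdown-only sites from 26 to 143, because a site then had to be present or absent in fewer libraries.

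The TSS share of knockdown-only minus mock-only sites (4.37 points) became −42.1 points when peaks within 300 bp were merged, which left 3 knockdown-only sites. It became −29.1 points when a peak had to cover the transcript start itself, and ranged from −8.73 to 15.2 points with one replicate left out. The excess of overlap within groups became −0.0149 with the 50% rule on peaks of the smaller list. The TSS share of all peaks (2.71 points higher in knockdown) became −2.39 points when only the start itself counted. The cause was not tested for the reversals under the 50% rule and the rule on the start itself.

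With the replicate number as a replicate block, the mean difference was −1383.5 peaks (exact sign-flip permutation p = 0.5, the smallest for 2 pairs). Rank deviations of same-numbered libraries had a correlation of −0.0800 over the 4974 shared sites, which gave no sign of a shared batch. Depth and sampling also enter these deviations, so a shared batch is not excluded. With 2 complete pairs the blocked difference equals the unblocked one by arithmetic in the 5 results that have it, so the block tests nothing about their direction.

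Depth limits the weak end of each list. With 26 and 29 fragments at the median knockdown summit against 69 and 41 in mock, the loss of a weak site cannot be read as an absence of binding.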

Other observations

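The tests of peak number and covered length against depth, of the splits and of the TSS share were chosen after those results were seen. So were the tests of the X ratio by a line through the mock libraries and in peaks of like strength. Tests of simulated reads at Y sites, of peaks missing from single lists and of knockdown-only sites near mock peaks were also chosen then. The other tests below were written down before their result was known.

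Fewer peaks were called in the knockdown libraries, and these were also the shallower libraries. A candidate explanation is depth. Peak number was plotted against the logarithm of the recovered background, and a line was drawn through the mock libraries alone. It predicted 6058 and 6375 peaks at the depths of knockdown 1 and 2, against 5904 and 6206 called, and so gave 88.3% of the drop between the group means. For covered length such a line predicted 2.40 and 2.70 Mb at the depths of knockdown 1 and 2, below the 2.62 and 2.94 Mb observed. It gave 124% of the difference in covered length between the group means. Each line rests on 2 libraries and has no error. Thinning the fragments of mock 1 gave 6845 peaks at the depth of knockdown 1, more than were called. It also gave 7602 peaks at the depth of mock 2, against 6933 called, so thinning understates the loss between replicates of 1 group too. Only the real split gave a difference in mean peak number as large (1 of 3 splits), and with 3 splits chance and treatment cannot be told apart. An effect of AGO2 depletion on the number of NELF-E sites stays open.

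The 675 mock-only sites were set against the same model. Thinning mock 2 to both knockdown depths was expected to lose 50.8 of the 6399 sites in both mock libraries from both knockdown lists, and thinning mock 1 was expected to lose 123. These are 7.52% and 18.2% of the sites lost from both. For peaks missing from a single list, the model accounted for 44.2% and 34.5% of the loss from mock 1 to knockdown 1 and 2, and for 25.2% and 13.7% of the loss from mock 2. Within groups it accounted for 23.2% of the loss from mock 1 to mock 2 and 8.98% of the loss from knockdown 2 to knockdown 1. The model thus misses most of the loss in each of these pairs, within groups too, and depth and treatment cannot be told apart for these sites.

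Some mock-only sites were strong enough that thinning kept them with a chance over 99% from both mock libraries and at both knockdown depths. There were 15 such sites among 4193. They included the sites at spz, klu, Mrgn1 and a6 and the site nearest to tRNA:Lys-TTT-1-1. Chosen after their values were seen, 3 further sites are named. These are at CG13654 (3R, 25209267 to 25209615, summit 32 bp upstream of the TSS), spri (X, 10493402 to 10493847) and mtSSB (3R, 16204835 to 16205280). The nearest knockdown peak was 24032 bp away at CG13654, 10132 bp at the tRNA:Lys-TTT-1-1 site, 6765 bp at spri and 1445 bp at mtSSB. It was 600 bp away at spz and 610 bp at klu. At a6 and Mrgn1 it was 145 and 146 bp away, and these are among 3 of the 15 sites within 300 bp of a knockdown peak, which may be parts of neighbouring peaks. Of the 4428 peaks of mock 1 kept at each shallower depth, 6 were missing from mock 2, 124 from knockdown 1 and 77 from knockdown 2. Of 4860 such peaks of mock 2, 7 were missing from mock 1, 223 from knockdown 1 and 145 from knockdown 2. But peaks kept at the knockdown depths have a margin at the mock depths. With the rule applied at the depth of the other list alone, 301 of 6065 peaks of mock 1 (4.96%) were missing from mock 2. From knockdown 1 and 2, 2.80% and 4.08% of such peaks of mock 1 were missing. Of such peaks of mock 2, 4.59% were missing from knockdown 1 and 7.39% from knockdown 2. Of 5300 peaks of knockdown 2 kept at the depth of knockdown 1, 404 (7.62%) were missing from knockdown 1, a loss within a group. From mock 2 and mock 1, 145 and 40 of them were missing. These peaks too have a margin at the mock depths, so the order of these counts cannot separate depth from treatment. Thinning leaves out part of the sampling error of an independent library, so a chance over 99% does not exclude ordinary sampling of fragments. The losses may come from treatment, from that sampling or from other variation between libraries. These cannot be told apart with 2 libraries per group. The sites of these 15 that lie far from a knockdown peak would be the ones to examine by qPCR.

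The 12 knockdown-only sites were compared with nearby mock peaks. Of these, 8 lay within 300 bp of a mock peak, which is consistent with sites split off from neighbouring peaks for most of them.

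The larger TSS share of the knockdown peaks may come from depth, since weak peaks were less often at a TSS. With the same number of top-scoring peaks per list the difference shrank from 2.71 to 0.347 percentage points, and the groups overlapped (93.0% and 92.8% in mock, 92.8% and 93.7% in knockdown libraries). The line through the mock libraries gave 72.4% of the difference. Thinning gave less, since the share expected at the knockdown depths was 90.6% to 91.6%, against 92.8% and 93.2% in the knockdown lists. Depth and treatment cannot be told apart for this difference, because thinning also understates the loss of weak peaks between replicates.

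The density ratio of X to autosomes was higher in both knockdown libraries. Thinning mock 1 to the depth of knockdown 1 gave a ratio of 1.157, against 1.210 called there. Thinning it to the depth of mock 2 gave 1.147, against 1.157 called, a smaller gap. The line through the mock libraries predicted 1.168 and 1.164 for the knockdown libraries, or 25.7% of the difference between the groups. Both fall short of the called ratios, but the line has no error and the thinning understates losses, as above. The losses that did occur were therefore examined, with X labels permuted 10000 times among peaks of like strength (20 bins). The peaks of a mock list kept in a knockdown list had ratios of 1.174 to 1.199, and loss by strength alone gave 1.162 to 1.180 with an SD of 0.0125 to 0.0144. In 1 of these 4 pairs, mock 1 to knockdown 1, the permutation p was 0.0269, and in the others it was 0.100 to 0.422. Within groups, the peaks of knockdown 2 kept in knockdown 1 had a ratio of 1.236, against 1.215 by strength alone (permutation p = 0.102). Those of mock 1 kept in mock 2 went the other way, with 1.145 against 1.159 (permutation p = 0.220). In the top 50% of each list the difference was 0.0318 and the groups overlapped. Among sites in both mock libraries, 9.11% of X sites and 10.8% of autosomal sites were mock-only. Within bins of mock 1 score the autosome to X odds ratio of loss was 1.21, which 10000 permutations of chromosome labels within bins did not separate from chance (two-sided permutation p = 0.162). At this counting error, weaker autosomal sites, depth and treatment cannot be told apart. The share of peaks also did not overlap between the groups on 5 of 6 chromosome arms. The shares of a library have a fixed sum, so a rise on X lowers other arms by construction. The count of arms therefore cannot be set against the 33.3% that chance gives per arm. The mean share on 2R was also higher in knockdown (20.7% against 20.3% in mock), and on 2L, 3L and 4 it was lower.

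Peaks on Y appeared in each list of this female line, with 2 peaks in mock 1 and 4 peaks in each of the other 3 lists, at 5 sites in all. A candidate explanation is reads shared with copies on other chromosomes. Of the 5 sites, 3 had a copy elsewhere at 90% identity or more over at least 50% of their length. The site found in all 4 lists (Y, 3302852 to 3303105) had a copy at 100% identity over its full length. The sites at kl-5 and CCY did not meet both limits, with 89.4% identity over the full length and 98.6% identity over 28.4% of it. A copy gives reads a source in a female line, but the filter on mapping quality would remove reads that fit both places equally well. Of simulated 50 bp reads inside the site found in all 4 lists, 0% mapped with a quality of 20 or more, as at Hsp70Bb, and the share was 45.9% or less at the other sites. The copies therefore do not decide whether reads shared with copies on other chromosomes made these peaks. No biological explanation was tested.

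For the Hsp70 copies without a peak, reads of 50 bp were simulated from 300 bp either side of each start and mapped to the genome. At the 4 copies without a peak, 0% of the reads mapped with a quality of 20 or more, the loss expected if reads shared between the copies were removed by mapping quality. The share was 6.90% at Hsp70Ba and 100% at Hsp26 and Hsp27. But it was 0% at Hsp70Bb, which had a peak in each list, and bwa was used in place of the authors' aligner. Shared reads and a true absence of NELF-E cannot be told apart at these copies.

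The hypothesis that bound promoters carry GAGA elements, which GAGA factor binds, was tested on starts of protein-coding transcripts. The sequence GAGAG or its reverse complement CTCTC occurred within 150 bp upstream of 30.2% of 4051 starts covered by a peak in all 4 lists. It occurred upstream of 20.2% of 8894 starts with no peak within 1500 bp in any list (odds ratio 1.71, Fisher's exact p = 1.66e-34). Starts of 1 gene are not independent, so that p-value is too small. Bound starts had a GC content of 44.1% against 41.2%, and within 5 bins of GC content the odds ratio was 1.48. The excess lay in the highest of 4 bins by score, with 35.6% and 38.8% in mock and 39.9% and 38.3% in knockdown libraries. The other 3 bins ranged from 16.5% to 23.3%. This suggests that GAGAG marks the strongest NELF-E promoters in both treatments, and gives no difference between treatments that was tested.

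By occupancy, 3 genes had a peak in both knockdown libraries and neither mock library. That is lower than the number of genes with raised binding quoted from the study above. By occupancy, 422 genes had a peak in both mock libraries and neither knockdown library. That is higher than the number of genes with lowered binding quoted from the study above. The lists also differ in length and depth. With the same number of top-scoring peaks per list, mock-only sites fell from 675 to 195 and knockdown-only sites rose from 12 to 95. The difference in bound genes shrank from −972.5 to −243, and the groups no longer lay apart. Presence of a peak is a different measure from a test of read counts normalized for depth, which was not run here.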
